# Deficiency of Prdm13, a dorsomedial hypothalamus-enriched gene, mimics age-associated changes in sleep quality and adiposity

**DOI:** 10.1111/acel.12299

**Published:** 2014-12-25

**Authors:** Akiko Satoh, Cynthia S Brace, Nick Rensing, Shin-ichiro Imai

**Keywords:** aging, age-associated pathophysiology, Dorsomedial hypothalamus, DMH-enriched gene, Nkx2-1, NREM delta power, Prdm13

## Abstract

The dorsomedial hypothalamus (DMH) controls a number of essential physiological responses. We have demonstrated that the DMH plays an important role in the regulation of mammalian aging and longevity. To further dissect the molecular basis of the DMH function, we conducted microarray-based gene expression profiling with total RNA from laser-microdissected hypothalamic nuclei and tried to find the genes highly and selectively expressed in the DMH. We found *neuropeptide VF precursor (Npvf)*,*PR domain containing 13 (Prdm13)*, and *SK1 family transcriptional corepressor (Skor1)* as DMH-enriched genes. Particularly, Prdm13, a member of the Prdm family of transcription regulators, was specifically expressed in the compact region of the DMH (DMC), where Nk2 homeobox 1 (Nkx2-1) is predominantly expressed. The expression of *Prdm13* in the hypothalamus increased under diet restriction, whereas it decreased during aging. *Prdm13* expression also showed diurnal oscillation and was significantly upregulated in the DMH of long-lived BRASTO mice. The transcriptional activity of the *Prdm13* promoter was upregulated by Nkx2-1, and knockdown of *Nkx2-1* suppressed *Prdm13* expression in primary hypothalamic neurons. Interestingly, DMH-specific *Prdm13*-knockdown mice showed significantly reduced wake time during the dark period and decreased sleep quality, which was defined by the quantity of electroencephalogram delta activity during NREM sleep. DMH-specific *Prdm13*-knockdown mice also exhibited progressive increases in body weight and adiposity. Our findings indicate that Prdm13/Nkx2-1-mediated signaling in the DMC declines with advanced age, leading to decreased sleep quality and increased adiposity, which mimic age-associated pathophysiology, and provides a potential link to DMH-mediated aging and longevity control in mammals.

## Introduction

The hypothalamus is structurally divided into several functionally distinct areas called nuclei, such as the arcuate, ventromedial, dorsomedial, lateral, paraventricular, and suprachiasmatic nuclei of the hypothalamus (Arc, VMH, DMH, LH, PVN, and SCN, respectively). Each hypothalamic nucleus plays a crucial role in the regulation of various physiological responses, including feeding behavior, metabolism, endocrine regulation, physiological rhythm, emotion, and aging (Satoh & Imai, 2014). Recent findings demonstrate that the hypothalamus functions as a high-order ‘control center of aging,’ counteracting age-associated functional changes and thereby promoting longevity in mammals (Satoh *et al*., 2013; Zhang *et al*., 2013). Zhang *et al*. demonstrated that NF-κB signaling in the mediobasal hypothalamus (MBH) is significantly enhanced with advanced age, and suppressing NF-κB signaling in the MBH retards aging and extends lifespan in mice (Zhang *et al*., 2013). We also demonstrated that the mammalian NAD^+^-dependent protein deacetylase Sirt1 in the hypothalamus, particularly the DMH and LH, is critical to counteract age-associated declines in skeletal muscle mitochondrial function, physical activity, body temperature, oxygen consumption, and sleep quality, and promote longevity in mice (Satoh *et al*., 2013). Remarkably, increasing Sirt1 dosage only in the DMH is sufficient to regain physical activity in aged mice to a similar level as in young mice (Satoh *et al*., 2013). These results clearly demonstrate the importance of the hypothalamus, more specifically DMH function, in controlling mammalian aging.

Aging has a significant impact on DMH function. The DMH has been known to regulate body temperature (Zaretskaia *et al*., 2003; Morrison *et al*., 2008; Enriori *et al*., 2011), food-anticipating activity (Gooley *et al*., 2006; Acosta-Galvan *et al*., 2011), autonomic stress responses (Ulrich-Lai & Herman, 2009), food intake (Yang *et al*., 2009), and reproduction (Kirby *et al*., 2009; Soga *et al*., 2014). Studies illustrate several examples of the decline in DMH function with age. The capacity of thermoregulation declines with age (Reynolds *et al*., 1985). In humans, it has been reported that mean temperature declines with age, after controlling for sex, body mass index, and white blood cell count (Waalen & Buxbaum, 2011). Food-anticipating activity in response to timed-restricted feeding also declines in old rats (Shibata *et al*., 1994). The peripheral hormone ghrelin activates the DMH neurons, causing the enhancement of food intake, and this enhancement by ghrelin declines in old mice (Akimoto & Miyasaka, 2010). Finally, it has been reported that the ability of the reproductive system declines with advanced age, partly due to the reduction of DMH function (Soga *et al*., 2014). Given those findings, it is clear that DMH function declines over age. Thus, it is important to know the mechanisms by which the DMH controls these functions to treat and/or prevent age-associated pathophysiology.

To dissect the molecular basis of DMH function, we decided to search for the genes highly and selectively expressed in the DMH. Transcriptome studies have so far shown that particular subsets of neuronal genes exhibit clear spatial expression patterns across the adult mouse brain, suggesting that these spatial expression patterns are related to the unique physiological functions of distinct brain regions (Wang *et al*., 2010; Ko *et al*., 2013). Whereas other hypothalamic nuclei such as the Arc, VMH, LH, and PVN have been well characterized for their genetic and chemical identities (Elmquist *et al*., 1999; Leak & Moore, 2001; Gottsch *et al*., 2004; Segal *et al*., 2005), efforts to characterize the DMH have been very limited. Lee *et al*. (2012) reported a comprehensive gene profile for the ventral subdivision of the DMH (DMV) where the leptin receptor is exclusively expressed (Zhang *et al*., 2011). Although the DMH-enriched genes identified in this study are only moderately changed by dietary manipulations (Lee *et al*., 2012), subsequent studies have proven the importance of these genes in response to leptin (Bechtold *et al*., 2012). These findings indicate the potential for exploring the DMH-enriched genes to further dissect the physiological role of the DMH in neurobehavioral and metabolic regulation.

In this study, we identified several genes that display DMH-enriched expression patterns by performing gene expression profiling with RNA samples collected from laser-microdissected hypothalamic nuclei. We examined the distribution of these candidate genes in the subcompartments of the DMH and evaluated changes in gene expression under diet restriction (DR), through the diurnal cycle, and with age. Among those genes, we identified Prdm13, a member of the Prdm family (Fog *et al*., 2012; Hohenauer & Moore, 2012), as a highly DMH-enriched gene. The expression of *Prdm13* increased under DR, whereas its expression decreased with advanced age. Moreover, the expression level of *Prdm13* in the DMH of long-lived brain-specific *Sirt1*-overexpressing transgenic (BRASTO) mice is significantly higher than the level in wild-type control mice. Interestingly, we found that mice with DMH-specific knockdown of *Prdm13* displayed a robust decline in sleep quality and a progressive increase in body weight. These findings provide a novel possibility that a specific subset of neurons, characterized by the expression of DMH-enriched genes, regulate sleep homeostasis and metabolism and that the functional deterioration of those specific DMH neurons could contribute to age-associated pathophysiology in mammals.

## Results

### Identification of genes enriched in the Arc, VMH, DMH, and LH

To identify genes selectively expressed in the DMH, we collected RNA samples from four hypothalamic nuclei, namely the Arc, VMH, DMH, and LH, using laser microdissection (Fig. S1) and conducted microarray analysis to compare their gene expression profiles. 

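The expression profiles were measured on 8 arrays of the Agilent mouse design, 2 for each of the Arc, VMH, DMH, and LH. The RNA of the microdissected nuclei came from 2 female C57BL/6J mice, was amplified as a whole transcriptome before labelling, and was hybridized to the 8 arrays of 1 slide, which was read in 1 scan and 1 color. Replicate 1 of every nucleus lay in row 1 of the slide and replicate 2 in row 2, so the replicate number and the row of the slide coincide. The authors deposited the signal of every spot as Agilent Feature Extraction gave it, after subtraction of the background, removal of spatial trends within the array, and replacement of the lowest signals by a minimum. A deposited table of all arrays holds 1 whole number per probe. On each array at least 99.7% of its values equalled the mean processed signal of the probe to within 0.51, so the deposited values carry no scaling between arrays. Each array held 59305 spots for 55681 probes, of which 399 were printed on 10 spots each and 33 on 2. The share of spots well above background ranged from 47.1% on LH2 to 52.7% on DMH1, and 0 spots were saturated. The software marked 364 spots on LH1 as outliers, against 126 to 161 spots on the other arrays. For the signal intensities reported here, the spots marked as outliers were left out, the spots of a probe were averaged, and each array was divided by the 75th percentile of its probes, which ranged from 815 on Arc1 to 1239 on VMH2 before the division. The divisors were rescaled to a geometric mean of 1, so scaled signals stay in the range of the deposited ones. Before the scaling, the median log2 difference between the Arc and the DMH over the probes tested was -0.46, and after it 0.02. The lowest scaled signal of a probe well above background was between 79.3 on LH1 and 132 on LH2, and a signal not well above background is called not measured but enters the means, ratios, and fits with its value. Differences between nuclei were tested with limma on the log2 signals of all 8 arrays in one fit with 4 residual degrees of freedom. The tests covered the 28896 probes that were well above background on both arrays of at least 1 nucleus, and p-values were adjusted over these probes by the method of Benjamini and Hochberg. Over these probes, which are not independent replicates, the correlation between the 2 arrays of a nucleus was 0.981 for the Arc, 0.978 for the VMH, 0.971 for the DMH, and 0.938 for the LH. LH2 had a higher correlation with DMH2, at 0.954, than with LH1. The number of arrays, 2 per nucleus, limits the precision of every value.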

We determined genes selectively expressed greater than or equal to 10-fold in the Arc, VMH, DMH, and LH, respectively, compared to the other hypothalamic nuclei by calculating ratios of the signal intensities between each hypothalamic nucleus. 

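In the scaled signals, 32 probes of 30 genes had a mean in the Arc at least 10 times the mean of each of the other 3 nuclei and were well above background on both Arc arrays. The same criterion gave 14 probes of 14 genes for the VMH, 5 probes of 4 genes for the DMH, and 15 probes of 13 genes for the LH. The criterion itself includes no test. By limma, 27 of the Arc probes, all 14 VMH probes, 1 of the DMH probes, and 12 of the LH probes also had an adjusted p under 0.05 against each of the other 3 nuclei. With no fold minimum, 98 probes were higher in the Arc than in each other nucleus at the same threshold, 156 in the VMH, 6 in the DMH, and 140 in the LH. The limma F-test gave 2410 probes of 2109 genes that differed among the nuclei. These counts depended on single arrays. With each array left out in turn, the probes higher in a nucleus ranged from 33 to 150 for the Arc, 43 to 195 for the VMH, 0 to 49 for the DMH, and 13 to 283 for the LH, and those of the F-test from 897 to 3646. Without scaling, 61, 82, 8, and 45 probes were higher in the Arc, VMH, DMH, and LH. Among the alternatives that keep all arrays and the 10-fold minimum, leaving out the filter on dim probes added the most probes over the 4 nuclei together. With no such filter, 45 probes were past the criterion for the Arc, 33 for the VMH, 26 for the DMH, and 22 for the LH. For the LH alone, the mean of the other 6 arrays as the reference gave more, 31. The normexp background correction in place of the authors' subtraction gave the lowest counts, 7, 2, 0, and 2, the largest change as a ratio. It used median signals and an offset of 50, and negative controls stood at 207 to 401 after subtraction of the local background. That remaining level holds down ratios to a dim nucleus, so these low counts follow in part from the correction itself. Counts for a nucleus judged on 1 array were larger. Without DMH2, 44 probes passed for the DMH, and without DMH1, 23 passed. Without VMH1, 47 probes passed for the VMH, without Arc2, 52 passed for the Arc, and without LH2, 27 passed for the LH while the DMH fell to 2.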

Using this criterion, 21, 15, four, and eleven genes were found as genes enriched in the Arc, VMH, DMH, and LH, respectively (Fig.1 and Table S1). We identified *neuropeptide VF precursor (Npvf)* (NM_021892), *gastrin-releasing peptide* (*Grp)* (NM_175012), *PR domain containing 13 (Prdm13)* (NM_001080771), and *SK1 family transcriptional corepressor (Skor1)* (NM_172446) as the DMH-enriched genes (Table1). 

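*Prdm13* (probe A_55_P2044897) had a scaled signal of 1664 ± 4.60 (SD, n = 2) in the DMH and 84.0 ± 79.5 in the LH, the next highest nucleus, a ratio of 19.8. *Grp* (A_51_P356055) had 3661 ± 1255 in the DMH and 204 ± 243 in the LH, a ratio of 17.9. *Npvf* (A_55_P1991310) had 4364 ± 596 in the DMH and 255 ± 258 in the VMH, a ratio of 17.1. The 2 probes of *Skor1* had 1294 ± 172 (A_55_P2000434) and 1160 ± 55.3 (A_55_P2106504) in the DMH, with ratios to the LH of 11.4 and 10.9. For each of the 5 probes, both DMH arrays were above all 6 arrays of the other nuclei. In the LH, the 5 probes were well above background on LH1 but not on LH2. *Npvf* read 406 on LH1 and 29.0 on LH2, *Grp* 376 and 32.8, and *Prdm13* 140 and 27.8. In the VMH, *Npvf* was well above background on VMH1, at 438, and not on VMH2, at 72.8. The ratios to the LH, and that of *Npvf* to the VMH, average in a signal that was not well above background. Against LH1 alone, the ratio was 11.9 for *Prdm13*, 9.74 for *Grp*, and 8.01 and 6.30 for *Skor1*, and against VMH1 alone that of *Npvf* was 9.97, so without LH2 *Grp* and both *Skor1* probes, and without VMH2 *Npvf*, fall under 10. In the Arc, none of the 5 probes was well above background on either array. Where neither array of a nucleus measured a probe, its signals were raised to the lowest signal well above background on each array and the geometric means were compared, which gives a lower bound. *Npvf* was at least 38.4-fold higher in the DMH than in the Arc. *Grp* was at least 31.4-fold higher than in the Arc and 34.2-fold higher than in the VMH, and *Prdm13* at least 14.7-fold and 16.0-fold higher. The corresponding bounds for *Skor1* were at least 11.4-fold and 12.4-fold for the first probe and at least 10.3-fold and 11.2-fold for the second.
By limma, only the first *Skor1* probe passed an adjusted p of 0.05 in all 3 comparisons. In a fit of only the DMH and LH arrays, its adjusted p against the LH was 0.122. Its log2 difference between the DMH and the LH was 3.65 (SE 0.40, adjusted p = 0.0197), and the adjusted p exceeded 0.05 in 5 of the fits that leave out 1 array, the highest being 0.101 without DMH1. The difference from the LH was 4.74 for *Prdm13* (SE 0.78, adjusted p = 0.0521, or 0.0282 in the unscaled signals and 0.035 with the replicate number as a block). It was 5.00 for *Grp* (SE 0.99, adjusted p = 0.0813) and 3.98 for the second *Skor1* probe (SE 0.75, adjusted p = 0.0699, or 0.0454 in the unscaled signals). Of the 5 probes, 3 passed all comparisons without scaling and 2 with the block. The paper does not state which arrays share a mouse. For *Npvf*, the difference from the VMH was 4.60 (SE 1.25, adjusted p = 0.161). For *Prdm13*, *Grp*, the second *Skor1* probe, and *Npvf*, some alternatives lowered the adjusted p and others raised it above the value of the main fit. The values of LH2 and VMH2 near the minimum enter these log2 differences. With signals below the lowest measured one raised to it, the difference from the LH became 3.61 for *Prdm13* (adjusted p = 0.00319) and 3.99 for *Grp* (adjusted p = 0.0122). That of the second *Skor1* probe became 2.89 (adjusted p = 0.00541), and the difference of *Npvf* from the VMH became 4.47 (adjusted p = 0.0195). Raising puts a constant of each array in place of its dim values, so the spread among them is set by construction. The SE of *Prdm13* fell from 0.78 to 0.24, and these lower p-values are not independent evidence. Without LH2, the difference of *Prdm13* from the LH was 3.57, and without LH1 it was 5.90. In these fits the LH rests on 1 array, and the gap between LH1 and LH2 no longer enters the spread. Adjusted over the list alone, that is over the 5 probes, all 5 passed in all 3 comparisons by limma, but these probes were chosen on the same arrays and the count is not independent evidence. From ratios of at least 10-fold between the signal intensities of the DMH and those of the other nuclei, the paper identifies the 4 genes as DMH-enriched genes.

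**Figure D1:**
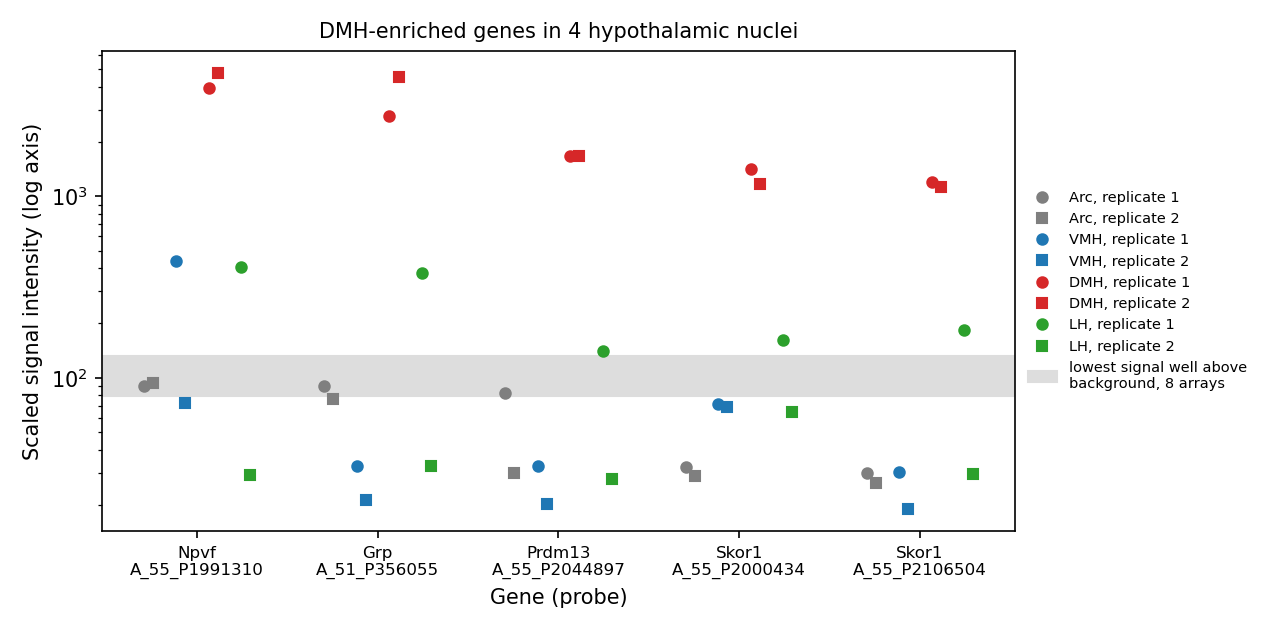
Scaled signal of the 5 probes of *Npvf*, *Grp*, *Prdm13*, and *Skor1* on each of the 8 arrays, on a logarithmic axis. The DMH arrays lie above all other arrays for every probe, and LH1 lies above LH2.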

Our analysis also confirmed that *agouti-related protein* (*Agrp*) (NM_007427), *neuropeptide Y* (*Npy*) (NM_023456), and *kisspeptin 1* (*Kiss1*) (NM_178260) are exclusively expressed in the Arc, and *nuclear receptor subfamily 5, group A, member 1* (*Nr5a1*) (NM_139051) is exclusively expressed in the VMH (Table S1). These genes are well-known selective markers of the Arc and VMH (Elmquist *et al*., 1999; Gottsch *et al*., 2004; Segal *et al*., 2005), providing further validation of our results. 

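*Agrp* (probe A_55_P2049717) had a scaled signal of 50101 ± 4129 (SD, n = 2) in the Arc and 530 ± 0.942 in the DMH, the next highest nucleus. The ratio was 94.5 and the limma log2 difference 6.56 (SE 0.24, adjusted p = 0.000286). *Npy* (A_51_P454873) had 25394 ± 2235 in the Arc and 923 ± 71.1 in the LH, a ratio of 27.5 and a log2 difference of 4.78 (SE 0.24, adjusted p = 0.000351). For *Kiss1*, 2 probes were on the array. The first (A_55_P2069765) had 19894 ± 4634 in the Arc and 290 ± 13.3 in the LH, a ratio of 68.5. The second (A_55_P2069768) had 381 ± 64.5 in the Arc and 187 ± 4.77 in the VMH, a ratio of 2.04 and a log2 difference of 1.02 that did not hold up against the spread between arrays (SE 0.78, adjusted p = 0.545). Its adjusted p was 0.0345 without LH1 and 0.0394 without LH2, whose signals of 24.0 and 168 widen the spread. *Nr5a1* (A_55_P2076560) had 11928 ± 332 in the VMH and 535 ± 216 in the DMH, a ratio of 22.3. Its log2 difference from the DMH was 4.54 (SE 0.52, adjusted p = 0.00911), and the adjusted p rose to 0.0718 without VMH1, 0.0726 without VMH2, and 0.0562 without DMH2. *Agrp*, *Npy*, *Nr5a1*, and the first *Kiss1* probe were well above background on all 8 arrays, so each was also measured in the other nuclei. *Nr5a2* (A_51_P514449), with 2898 ± 495 in the Arc, was not measured in any other nucleus and was at least 27.7-fold higher in the Arc than in each of them. In the VMH, *Fezf1* (A_51_P347619) had 6785 ± 1135, against 220 ± 134 in the LH, where 1 array measured it, a ratio of 30.9, or 21.6 to that array. *Qrfpr* (A_55_P2034341) had 2171 ± 955, and was at least 15.4-fold higher than in the Arc, with a log2 difference of 4.21 (adjusted p = 0.00746) that did not pass without Arc2 (adjusted p = 0.0624) or VMH1 (adjusted p = 0.0606).
Table S1 holds 52 probes, 21 for the Arc, 15 for the VMH, 5 for the DMH, and 11 for the LH. In the scaled signals, 50 of the 52 passed the 10-fold criterion, and in the unscaled signals with the spots marked as outliers kept, all 52 passed. In that unscaled setting 59 probes passed, of which 7 are not in Table S1, 4 for the Arc, 1 for the VMH, and 2 for the DMH. The criterion as set here therefore gave 7 DMH probes on the unscaled signals, against the 5 of Table S1. The 2 that did not pass after scaling were VMH probes, the second of *Qrfpr* with a ratio of 8.26 and that of *C030009J22Rik* with a ratio of 8.99. By limma, an adjusted p under 0.05 against each other nucleus was reached by 20 of the 21 Arc probes, all 15 VMH probes, 1 of the 5 DMH probes, and 10 of the 11 LH probes. Adjusted over the list alone, separately for each nucleus, all 52 reached it, but Table S1 was chosen on these arrays and the second count is not independent evidence.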

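*Pvalb* was measured by 2 probes. The brighter one (A_55_P2114437) had a scaled signal of 6625 ± 1090 (SD, n = 2) in the LH and 430 ± 0.714 in the DMH, a ratio of 15.4. Its limma log2 difference was 3.94 from the DMH (SE 0.74, adjusted p = 0.0683), 5.37 from the Arc (adjusted p = 0.00731), and 6.75 from the VMH (adjusted p = 0.00559). The comparison with the DMH therefore did not pass after adjustment over all probes. It passed with the normexp background correction (3.27, adjusted p = 0.000956) and with dim signals raised to the lowest measured one (3.94, adjusted p = 0.00522). The SE in these fits was 0.20 and 0.36, and raising sets the spread of dim signals by construction. The dimmer probe (A_55_P2059040) had 572 ± 38.9 in the LH and was not well above background on any array of the other nuclei. It was at least 5.06-fold higher in the LH than in the Arc, 5.50-fold higher than in the VMH, and 6.11-fold higher than in the DMH, with adjusted p-values of 0.000351, 0.000386, and 0.00196. Among the probes past the 10-fold criterion for the LH, *Klk6* (A_55_P2128591) had 3793 ± 772 and was at least 31.4-fold higher than in each of the other nuclei. Its adjusted p against the DMH, 0.0153, rose to 0.0596 without VMH1, 0.054 without VMH2, and 0.0754 without DMH1. *Mup6* (A_55_P2061104) had 553 ± 234 and was at least 4.67-fold higher, as its other nuclei were at background.

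**Figure D2:**
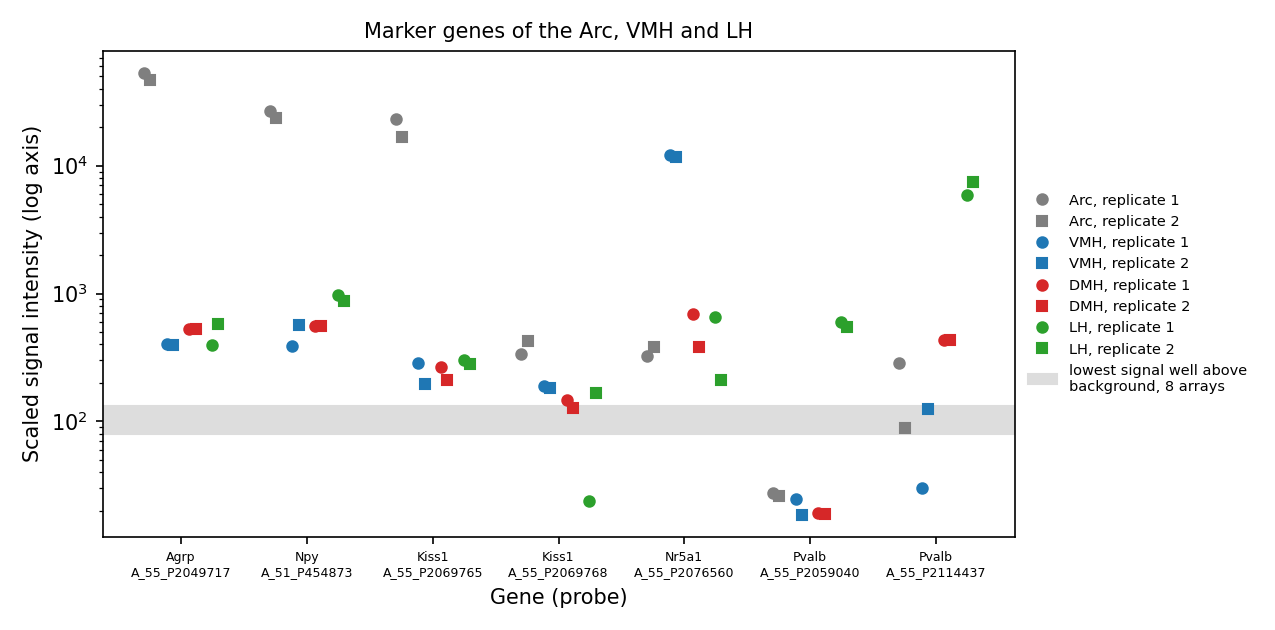
Scaled signal of the probes of *Agrp*, *Npy*, *Kiss1*, *Nr5a1*, and *Pvalb* on each of the 8 arrays, on a logarithmic axis. The second *Kiss1* probe has 381 in the Arc and 187 in the VMH, and the dimmer *Pvalb* probe is measured on the LH arrays alone.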

*Parvalbumin* (*Pvalb*) (NM_013645) is among the top genes that show much higher expression levels in the LH compared to the other hypothalamic nuclei (Table S1), which was also confirmed by the Allen Brain Atlas (http://mouse.brain-map.org/), although *Pvalb* is also highly expressed in other brain regions such as the cerebellum and cortex.

**Figure 1:**
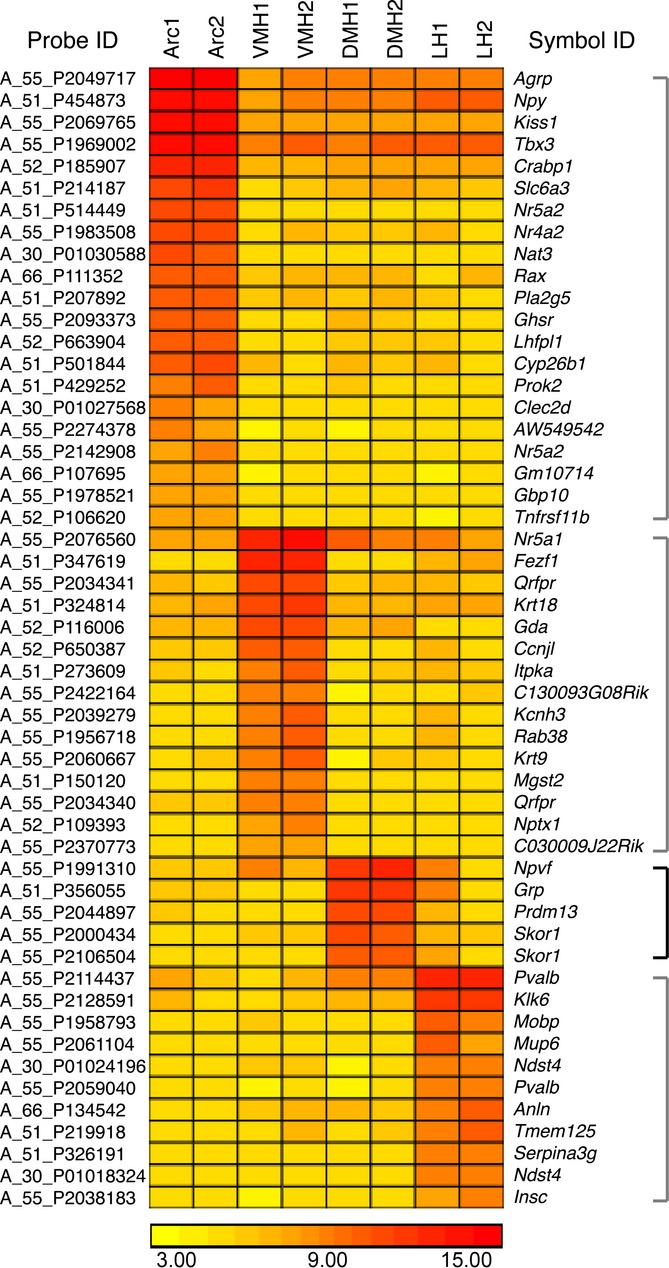
Heat map representation of genes enriched in the Arc, VMH, DMH, and LH. Genes expressed greater than or equal to 10-fold in each hypothalamic nucleus compared to other hypothalamic nuclei by calculating ratios of signal intensities between each hypothalamic nucleus are shown in the heat map. Microarray analysis was conducted using two individual RNA samples from the Arc (Arc1 and Arc2), VMH (VMH1 and VMH2), DMH (DMH1 and DMH2), and LH (LH1 and LH2). Expression levels are indicated by the colored log2 scale of signal intensities shown at the bottom of the figure. Probe ID from the Agilent Mouse_v1 8x60K array (left) and corresponding symbol ID (right) are shown for each gene.

**Table 1:** Genes highly and selectively expressed in the DMH

Probe ID	Acquisition number	Arc1	Arc2	VMH1	VMH2	DMH1	DMH2	LH1	LH2	
A_55_P1991310	NM_021892	75	82	369	92	4610	5816	427	25	*Npvf*
A_51_P356055	NM_175012	75	67	27	27	3242	5527	395	28	*Grp*
A_55_P2044897	NM_001080771	68	26	27	25	1942	2026	147	24	*Prdm13*
A_55_P2000434	NM_172446	27	25	60	87	1655	1425	170	56	*Skor1*
A_55_P2106504	NM_172446	25	23	26	24	1402	1363	193	25	*Skor1*

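The signal intensities of *Npvf*, *Grp*, *Prdm13*, and *Skor1* in Table 1 are on the scale of the deposited processed signals, without scaling between arrays. Across the 52 probes of Table S1, the paper's values differed from the mean processed signal of the probe by at most 0.05. On this scale, *Prdm13* read 1942 on DMH1 and 2026 on DMH2, 147 on LH1, and 24.1 on LH2, where the lowest signal of any spot was 22.7. *Npvf* read 4610 and 5816 on the DMH arrays, *Grp* 3242 and 5527, and the 2 *Skor1* probes 1655 and 1425, and 1402 and 1363. Division by the 75th percentile changed each of the 40 values of Table 1 by at most 1.26-fold.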

Numbers indicate signal intensities from microarray analysis.

### Expression patterns of *Npvf*,*Prdm13*, and *Skor1* in the brain, in the hypothalamus, and within the DMH

We next determined the anatomical distribution of these DMH-enriched genes in the brain. Exploring DMH-enriched genes will have a potential to further address DMH function because the analysis of cell-type-specific gene expression patterns could elucidate brain function (Wang *et al*., 2010; Ko *et al*., 2013). We excluded Grp from the DMH-enriched genes we identified because it is also highly expressed in other peripheral tissues based on data available from the gene annotation portal BioGPS (http://biogps.org/#goto=welcome). We examined whether the expression of *Npvf*,*Prdm13*, and *Skor1* was restricted to the hypothalamus. qRT-PCR was conducted with total RNAs from the hypothalamus, thalamus, hippocampus, cortex, and cerebellum. We found that *Npvf* and *Prdm13* were selectively localized in the hypothalamus, whereas *Skor1* was expressed in the hypothalamus, thalamus, hippocampus, cortex, and most extensively in the cerebellum (Fig.2A). We also examined the expression profiles of these three genes through the hypothalamic nuclei including the Arc, VMH, DMH, LH, PVN, and SCN. Consistent with the data from our microarray analysis, *Npvf*,*Prdm13,* and *Skor1* were exclusively expressed in the DMH (Fig.2B). The DMH is further divided into three subdivisions: dorsal, compact, and ventral DMH (DMD, DMC, and DMV, respectively) (Fig. S1A). The highest expression of *Npvf* was observed in the DMV compared to the other two DMH subdivisions, whereas the expression levels of *Prdm13* and *Skor1* were highest in the DMC (Fig.2C).

**Figure 2:**
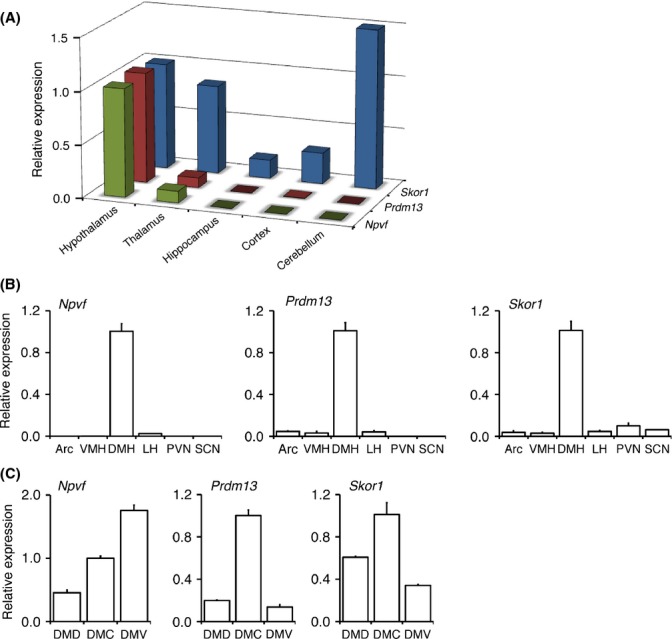
Distribution of *Npvf*,*Prdm13*, and *Skor1* in the brain and specifically within the hypothalamus. (A, B, and C) RNA expression levels of *Npvf*,*Prdm13*, and *Skor1* were examined in various brain regions including the hypothalamus, thalamus, hippocampus, cortex, and cerebellum (A), in the hypothalamic nuclei including the Arc, VMH, DMH, LH, PVN, and SCN (B) and in the DMH subdivisions including the DMD, DMC, and DMV (C). Expression levels were normalized to those of the hypothalamus (A), DMH (B), or DMC (C). Results are shown as mean ± S.E. (*n* = 2–3 mice for each group).

### Expression changes in *Npvf*,*Prdm13*, and *Skor1* in the hypothalamus under DR, through the 24-h diurnal cycle, and with age

As our recent findings indicate the importance of the DMH in the regulation of central adaptive responses to DR, physiological rhythms, and aging and longevity (Satoh *et al*., 2010, 2013), it is likely that these DMH-enriched genes show interesting expression changes in these conditions. To address this possibility, we first analyzed expression levels of *Npvf*,*Prdm13*, and *Skor1* in the hypothalamus under DR, an experimentally proven dietary regimen that delays the aging process and extends lifespan in a wide variety of organisms (Guarente, 2013). The level of *Npvf* significantly decreased to about 40% under DR compared to that of *ad libitum* (AL)-fed controls (Fig.3A, left), whereas levels of *Prdm13* and *Skor1* significantly increased about 50% and 45%, respectively (Figs.3B and C, left). We next examined the diurnal expression patterns of *Npvf*,*Prdm13,* and *Skor1*. In the hypothalamus, both *Npvf* and *Prdm13* displayed statistically significant 24-h diurnal cycles, with higher expression during the dark period and lower expression during the light period (Figs.3A and B, middle). The robust oscillation was not observed in the expression of *Skor1* in the hypothalamus (Fig.3C, middle). Lastly, we compared the expression of *Npvf*,*Prdm13*, and *Skor1* in the hypothalamus between mice at 4–6 months and 23–26 months of age. As the expression of *Npvf* and *Prdm13* increases during the dark period, we collected hypothalamic samples from young and old mice during the dark period. The expression levels of *Npvf* in the hypothalamus significantly decreased in mice at 23–26 months of age, similar to its reduction under DR (Fig.3A, right). Intriguingly, the expression of *Prdm13* significantly decreased with age, whereas its expression was elevated under DR (Fig.3B, right). The level of *Skor1* was indistinguishable between young and old mice (Fig.3C, right). We also measured the expression levels of *Npvf*,*Prdm13*, and *Skor1* in hypothalamic nuclei (Arc, VMH, DMH, and LH) of aged BRASTO mice, which showed significant delay in aging and lifespan extension (Satoh *et al*., 2013). Interestingly, the levels of *Prdm13* and *Skor1* in the DMH of aged BRASTO mice were significantly higher than the levels in wild-type control mice, whereas the levels of *Npvf* in the DMH were indistinguishable between genotypes (Fig.3D). These results suggest a possibility that *Prdm13* and *Skor1* contribute to the BRASTO phenotypes. Given that the data from DR, 24-h diurnal cycle, aging, and aged BRASTO mice, *Prdm13* might be a key to counteract age-associated functional declines and to promote lifespan in mammals (Satoh *et al*., 2013).

**Figure 3:**
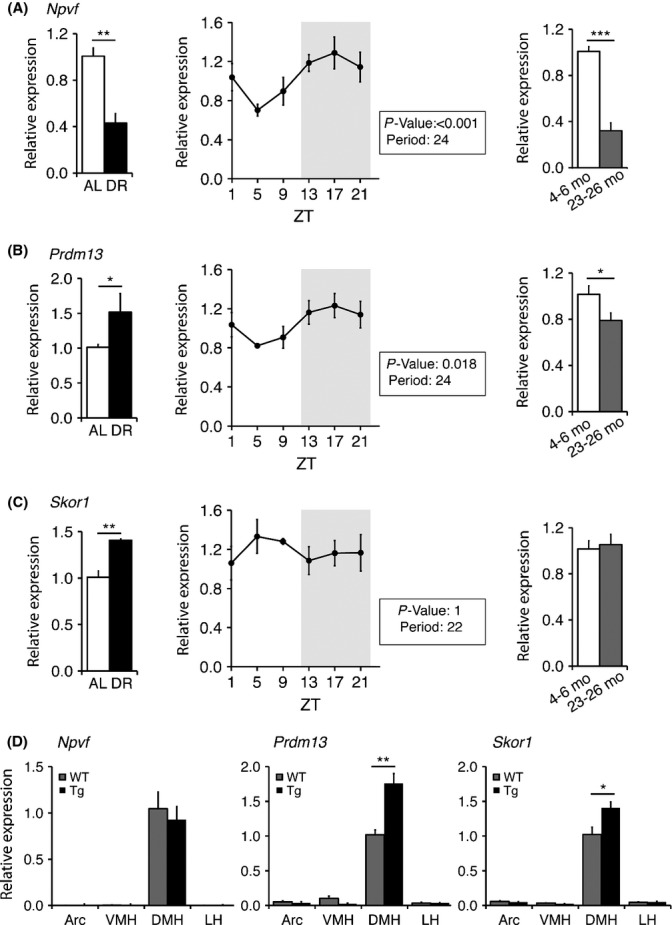
Alteration of *Npvf*,*Prdm13*, and *Skor1* expression levels under DR, through the 24-h diurnal cycle, during the aging process, and in aged BRASTO mice. RNA expression levels of *Npvf* (A), *Prdm13* (B), and *Skor1* (C) in the hypothalamus were examined under *ad libitum* (AL)-fed versus diet restriction (DR) conditions at *Zeitgeber time* (ZT) 3 (left), every 4 h at different ZT points (middle), and in young (4–6 months of age) versus old (23–26 months of age) mice at ZT15 (right). Expression levels were normalized to those of AL (left) or young (right) groups. (D) RNA expression levels of *Npvf*,*Prdm13*, and *Skor1* in the Arc, VMH, DMH, and LH of BRASTO mice (Tg) and wild-type mice (WT) at 20 months of age at ZT15. Results are shown as mean ± S.E. (*P < 0.05, **P < 0.01, ***P < 0.001, *n* = 4 mice each for AL and DR,*n* = 3–4 mice for each time point through 24 h, *n* = 7–8 mice for each group young vs. old, *n* = 4 mice each genotype). Shaded area represents the dark period.

### The Nk2 homeobox 1 transcription factor Nkx2-1 shows DMC-predominant expression in the DMH and upregulates *Prdm13* transcription

Interestingly, as well as *Prdm13*, Nkx2-1, a substrate and binding partner of Sirt1 in the DMH (Satoh *et al*., 2013), also displayed DMC-predominant expression. Immunohistochemistry using a specific antibody against Nkx2-1 revealed that Nkx2-1 is highly expressed in the DMC compared to other hypothalamic nuclei (Fig.4A). We also confirmed that Nkx2-1 is colocalized with NeuN in the DMC (Figs. S2A–D). qRT-PCR analysis clearly indicated that *Nkx2-1* is most highly expressed in the DMC among the DMH subdivisions (Fig.4B). Given this anatomical overlap between *Prdm13* and *Nkx2-1* and the diurnal oscillation of *Prdm13* expression, we hypothesized that *Prdm13* could be a transcriptional target of Nkx2-1, whose activity is regulated by Sirt1 in a diurnal manner (Satoh *et al*., 2013). We found two predicted Nk2 binding sites in the *Prdm13* promoter region (Fig.4C). To confirm whether the *Prdm13* promoter indeed responds to Nkx2-1, we generated a luciferase reporter construct with the 360-bp genomic fragment of the *Prdm13* promoter that contains these two Nk2 binding motif sequences. Increasing *Nkx2-1* expression significantly enhanced the transcriptional activity of this *Prdm13* promoter fragment in a dose-dependent manner in HEK293 cells (Fig.4D). Therefore, we next tested whether *Nkx2-1* is sufficient to promote *Prdm13* expression in primary hypothalamic neurons. Knocking down *Nkx2-1* about 85–90% (data not shown) significantly but moderately reduced *Prdm13* expression in the hypothalamic neurons (Fig.4E). These results suggest that *Prdm13* transcription is regulated by *Nkx2-1*, although other factors or regulatory mechanisms are involved in the transcriptional regulation of *Prdm13*.

**Figure 4:**
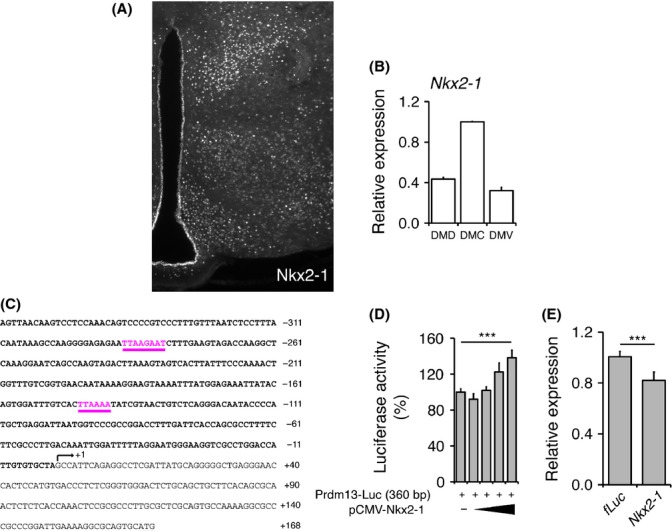
*Prdm13* as a downstream gene regulated by *Nkx2-1*. (A) Immunohistochemistry staining of Nkx2-1 in the hypothalamus. White dots represent staining with an anti-Nkx2-1 antibody. We confirmed that these Nkx2-1-positive cells are NeuN-positive neurons (Fig. S2). (B) RNA expression levels of *Nkx2-1* in the DMH subdivisions (DMD, DMC, and DMV). Expression levels were normalized to those of DMC. Results are shown as mean ± S.E. (*n* = 3 mice per subdivision). (C) Nucleotide sequence of the 360-bp upstream region of the mouse *Prdm13* gene. The transcription initiation site is defined as +1, and the start codon (ATG) is underlined. Predicted Nk2 family binding sites are shown and underlined in pink color. (D) Luciferase activities driven by the 360-bp *Prdm13* promoter fragment [*Prdm13*-Luc (360 bp)] in HEK293 cells cotransfected with Nkx2-1 (pCMV-Nkx2-1). Luciferase activities in cells cotransfected with a backbone vector were normalized to 100%. Results are shown as mean values ± S.E. (***P < 0.001 by one-way ANOVA with Tukey–Kramer *post hoc* test, *n* = 9). (E) RNA expression levels of *Prdm13* after knocking down *Nkx2-1* in primary hypothalamic neurons. Expression levels were normalized to those of *firefly Luciferase* (*fLuc*)-knockdown controls' cells. Results are shown as mean values ± S.E. (***P < 0.001 by Student's *t*-test, *n* = 7).

### *Prdm13* in the DMH affects sleep quality and body weight

To further elucidate the physiological significance of *Prdm13* in the DMH, we generated DMH-specific *Prdm13*-knockdown mice by stereotactic injection of lentiviruses carrying *Prdm13* shRNA. We then conducted electroencephalogram (EEG) recording on these mice. DMH-specific *Prdm13*-knockdown mice and control shRNA-injected mice showed indistinguishable sleep/wake architecture (Fig.5A–C), except that *Prdm13-*knockdown mice displayed a significantly lower amount of wakefulness during the dark period compared to controls on both Day 1 and Day 2 (Fig.5A). This reduction of wakefulness in *Prdm13-*knockdown mice was not accompanied by an alteration in the amount of NREM sleep (Fig.5B). We also found that the amount of REM sleep was significantly higher in *Prdm13*-knockdown mice compared to controls during the dark period only on Day 2 (Fig.5C). It should be noted that this statistically significant difference on Day 2 was dependent on a single data point showing an abnormal peak at ZT20 (shown as arrow in Fig.5C). Additionally, this difference was not observed on Day 1. These results suggest that *Prdm13* in the DMH has a minimal effect on the normal diurnal oscillation of sleep. On the other hand, we found that the level of EEG delta power during NREM sleep, an indicator of the quality or depth of sleep, was significantly reduced in DMH-specific *Prdm13*-knockdown mice compared to control mice during both light and dark periods (Fig.5D), whereas these differences were not observed during the wake time (Fig.5E). This delta power defect caused by *Prdm13* knockdown is very similar to that caused by *Nkx2-1* knockdown (Satoh *et al*., 2013). Thus, these results indicate that *Prdm13* in the DMH, as well as its upstream regulator Nkx2-1 (Satoh *et al*., 2013), significantly affects the level of sleep depth or quality in mice.

**Figure 5:**
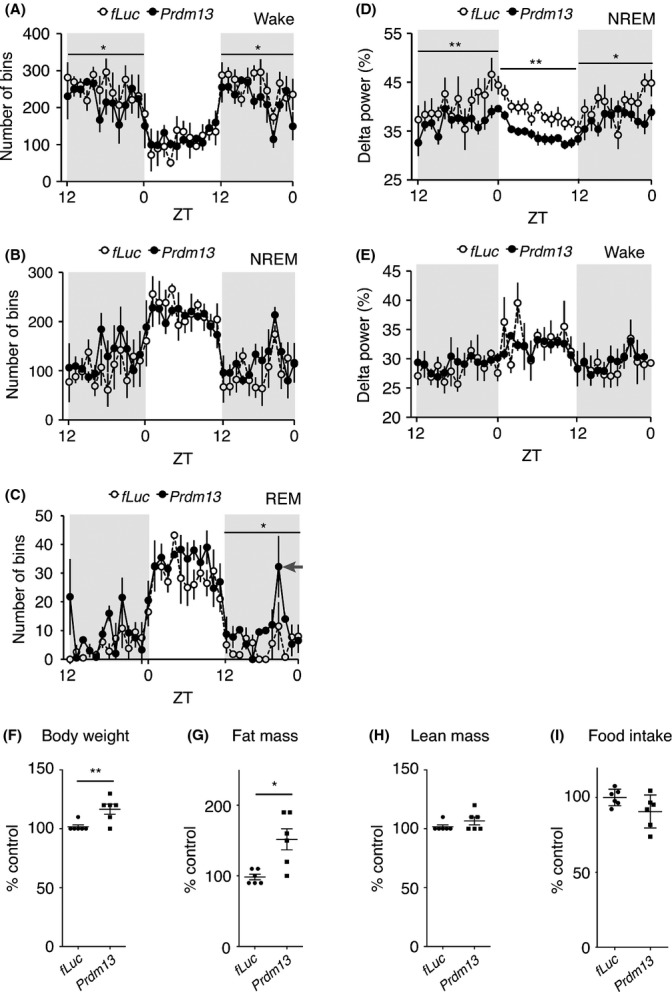
Sleep–wake patterns, NREM delta power, body weight, body composition, and daily food intake in DMH-specific *Prdm13*-knockdown mice. (A–C) The amount of wakefulness (wake) (A), NREM sleep (NREM) (B), and REM sleep (REM) (C) in DMH-specific *firefly Luciferase* (*fLuc*)-knockdown control mice and *Prdm13*-knockdown mice. Numbers of bins are shown as mean values ± S.E. (*P < 0.05 by Wilcoxon matched-pairs signed-rank test, *n* = 5–6 mice per group). Shaded areas represent the dark periods. A gray arrow in C indicates the ZT20 time point on Day 2 when an abnormal peak was observed in *Prdm13*-knockdown mice (see text). (D and E) Electroencephalogram delta power in NREM sleep (D) or in wake (E). Data are shown as mean values ± S.E. (*P < 0.05, **P < 0.01 by Wilcoxon matched-pairs signed-rank test, *n* = 5–6 mice per group). (F–H) Body weight (F), fat mass (G), lean mass (H), and daily food intake (I) for *Prdm13*-knockdown mice are normalized to the average values of *fLuc*-knockdown control mice within each cohort (3 cohorts). Fat mass and lean mass were measured by EchoMRI. Individual data are plotted, and mean values and S.E. are shown (*P < 0.05, **P < 0.01 by Student's *t*-test, *n* = 6 mice per group).

Poor sleep quality contributes to excessive weight gain, and better sleep quality confers protection against obesity (Mavanji *et al*., 2010). Therefore, we measured body weight in DMH-specific *Prdm13*-knockdown and control mice 2.5 months after stereotactic surgery. Because actual measured values of body weight, fat mass, and lean mass in control and *Prdm13*-knockdown mice fluctuated between cohorts, we calculated the percent changes compared to control mice in each individual cohort. The relative values of body weight and fat mass in *Prdm13*-knockdown mice were significantly higher than those in control mice (Fig.5F and G), whereas relative values of lean mass did not differ between control and *Prdm13*-knockdown mice (Fig.5H). We also observed that the amounts of daily food intake were indistinguishable between these two groups, suggesting that the increases in body weight and fat mass in *Prdm13*-knockdown mice are not due to increased daily food intake. These results indicate that DMH-specific *Prdm13*-knockdown mice exhibit progressive gain of adipose tissue when their sleep quality is affected.

## Discussion

In our present study, we identified three DMH-enriched genes, *Npvf*,*Prdm13*, and *Skor1,* from microarray analysis using laser-microdissected hypothalamic nuclei. Intriguingly, *Prdm13* is enriched in the DMC, where Sirt1 and Nkx2-1 are highly colocalized (Satoh *et al*., 2013). Indeed, the transcriptional activity of the *Prdm13* promoter is upregulated by Nkx2-1, and the knockdown of *Nkx2-1* decreases *Prdm13* expression in primary hypothalamic neurons. Interestingly, the expression of *Prdm13* increases under DR, whereas its expression declines with age. In addition, the expression level of *Prdm13* in the DMH of aged BRASTO mice is significantly higher than the level in wild-type control mice. Furthermore, DMH-specific *Prdm13*-knockdown mice display reduced sleep quality and increased body weight, phenotypes very similar to old animals (Ancoli-Israel, 2009; Kuk *et al*., 2009). Given that Sirt1 and Nkx2-1 function together in the hypothalamus to counteract age-associated functional declines (Satoh *et al*., 2013), *Prdm13* might also play an important role as one of their key target genes in the DMH to mediate age-associated pathophysiology, particularly sleep quality and body weight.

Different from other hypothalamic nuclei, it has been challenging to identify selective marker genes for the DMH. Lee *et al*. previously reported *Gpr50*,*Pcsk5*,*Sulf1, Grp,* and *Ror*β as genes highly expressed in the DMV (Lee *et al*., 2012). 

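*Gpr50* (probe A_55_P2087840) had a scaled signal of 1936 ± 229 (SD, n = 2) in the DMH, 871 ± 80.4 in the Arc, 221 ± 19.8 in the LH, and 98.8 ± 21.6 in the VMH, where 1 array measured it. By limma, its log2 difference was 1.15 from the Arc (SE 0.24, adjusted p = 0.0864, or 0.0205 with the normexp background correction), 3.13 from the LH (adjusted p = 0.00694), and 4.31 from the VMH (adjusted p = 0.00064). *Sulf1* was measured by 2 probes. One (A_51_P142744) had 2348 ± 227 in the DMH and 1264 ± 573 in the LH, a log2 difference of 0.97 (SE 0.34, adjusted p = 0.255) that became 1.45 without LH1 (adjusted p = 0.049) and 0.49 without LH2. The other (A_55_P1957424) had 853 ± 3.38 in the DMH and 285 ± 10.9 in the Arc, a log2 difference of 1.58 (SE 0.31, adjusted p = 0.0761) that became 2.06 in the unscaled signals (adjusted p = 0.0107). *Rorb*, the gene of Rorβ (A_55_P2290388), had 2422 ± 175 in the DMH and 1556 ± 361 in the Arc, a log2 difference of 0.66 (SE 0.24, adjusted p = 0.367). One *Pcsk5* probe (A_52_P544043) had 327 ± 3.96 in the DMH and 195 ± 2.62 in the VMH, a log2 difference of 0.74 (SE 0.77, adjusted p = 0.793), and the other was not well above background on any array. The ratios of the 5 measured probes to the next highest nucleus were 2.22 for *Gpr50*, 1.86 and 2.99 for *Sulf1*, 1.56 for *Rorb*, and 1.67 for *Pcsk5*, all under 10. For each of the 5, both DMH arrays were above all 6 arrays of the other nuclei. By limma, 0 of the 5 had an adjusted p under 0.05 in all 3 comparisons over all probes tested, 4 did without adjustment, and 4 did adjusted over the list alone.

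**Figure D3:**
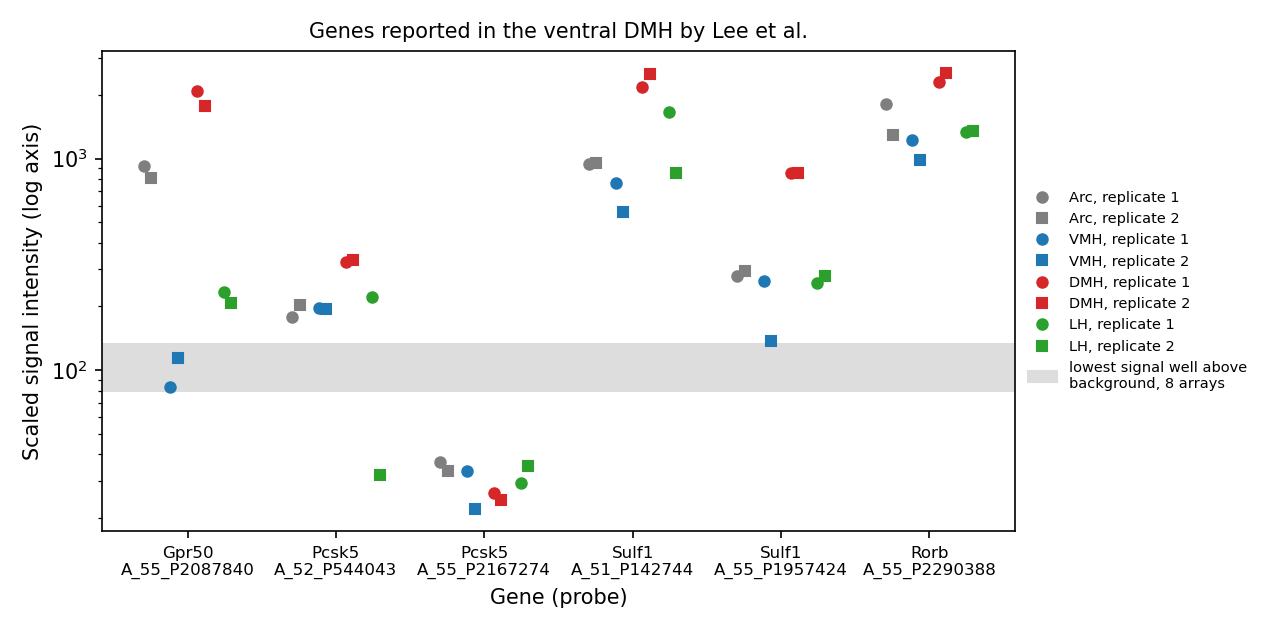
Scaled signal of the probes of *Gpr50*, *Pcsk5*, *Sulf1*, and *Rorb* on each of the 8 arrays, on a logarithmic axis. The DMH arrays are the highest for every measured probe, by ratios of 1.56 to 2.99 over the next nucleus.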

Our microarray analysis did not identify those genes, except for *Grp*, which is highly expressed in other peripheral tissues. This is likely due to differences in sample collection between the two studies: DMV in their study versus DMH in our study. In fact, *Prdm13* and *Skor1* are highly expressed in the DMC, but not in the DMV. *Npvf* could have been detected in their study because *Npvf* is highly expressed in the DMV based on our results. Kasukawa *et al*. also reported *Npvf* as a potential candidate maker for the DMH, based on the BrainStars database that they created (http://brainstars.org/) (Kasukawa *et al*., 2011). Additionally, the localization of *Npvf* in the DMV can be confirmed in the Allen Brain Atlas (http://mouse.brain-map.org/). Taken together, *Npvf* and *Prdm13* are specifically expressed in the DMV and DMC, respectively, potentially providing good selective markers for the DMH.

The physiological role of Prdm13 during adulthood is still poorly understood. Prdm13 belongs to the Prdm family of zinc finger transcriptional regulators (Fog *et al*., 2012; Hohenauer & Moore, 2012). Recently, it has been reported that Prdm13 has histone methyltransferase activity (Hanotel *et al*., 2014). During development, Prdm13 is directly downstream of Ptf1a, a basic helix–loop–helix transcription activator and is required for the specification of GABAergic and glutamatergic neurons (Chang *et al*., 2013). Remarkably, we demonstrated that Prdm13 in the DMH is important to maintain sleep quality and body weight associated with adiposity. DMH-specific *Prdm13*-knockdown mice displayed decreased wakefulness during the dark period and robust decline in NREM delta power through the entire diurnal cycle compared to those in control mice. They also displayed progressively increased body weight with adiposity. Because sleep quality and metabolism are highly associated (Morselli *et al*., 2012), poor sleep quality by knockdown of *Prdm13* in the DMH might cause increased body weight secondarily. Alternatively, weight gain with adiposity might be regulated by the same set of DMH neurons but through an independent mechanism (see below). Sleep quality is regulated by circadian rhythmicity and sleep–wake homeostasis. Provided that NREM delta power is regulated independently of sleep duration (Davis *et al*., 2011), the observed abnormality of sleep in DMH-specific *Prdm13*-knockdown mice might be due to defects in sleep–wake homeostasis. The DMH has been suggested to be a relay point for signals going from the SCN to the locus coeruleus (Aston-Jones *et al*., 2001), the main site for synthesizing norepinephrine in the brain and facilitating arousal and sleep–wake homeostasis. Thus, it will be interesting to examine whether DMH-specific *Prdm13*-knockdown mice also display defects in sleep homeostasis.

It is likely that the Nkx2-1/Prdm13 pathway in the DMH has a significant contribution to the Sirt1-mediated control of aging and longevity (Fig.6). At the molecular level, Nkx2-1 is deacetylated by Sirt1 in the hypothalamus during the dark period when Sirt1 is activated (Satoh *et al*., 2013). In addition, Sirt1 cooperates with Nkx2-1 to upregulate *Ox2r* transcription (Satoh *et al*., 2013). Whether Sirt1 is also involved in the regulation of *Prdm13* transcription and whether age-associated reduction of *Prdm13* expression in the hypothalamus is due to a decline in Sirt1 activity still need to be investigated. It will also be important to examine potential roles of downstream targets of Prdm13, Nkx2-1, and Sirt1 in the DMH in the pathogenesis of age-associated sleep abnormality and metabolic complications. We demonstrated that BRASTO mice display delays in age-associated physiological declines and lifespan extension (Satoh *et al*., 2013). Maintaining quality of sleep is one of the striking phenotypes in aged BRASTO mice. In contrast, DMH/LH-specific *Nkx2-1*- or *Sirt1-*knockdown mice (Satoh *et al*., 2013) and DMH-specific *Prdm13*-knockdown mice display lower NREM delta power compared to controls. In addition, Sirt1 and Nkx2-1 are colocalized in the DMC, and *Prdm13* is also localized in the same region. These results strongly imply that Prdm13, Nkx2-1, and Sirt1 together in the DMC play an important role in the regulation of sleep quality during the aging process. On the other hand, the role of DMH neurons expressing Nkx2-1 and/or Prdm13 in the regulation of body weight and adiposity is still unclear. Although DMH-specific *Prdm13*-knockdown mice display progressive weight gain, DMH/LH-specific *Nkx2-1*-knockdown mice do not display such phenotypes (unpublished finding). Much longer observation time or excessive energy intake might be necessary to produce definitive changes in body weight in DMH-specific *Nkx2-1*-knockdown mice. Alternatively, this phenotypic difference between *Nkx2-1*- and *Prdm13*-knockdown mice might be due to the heterogeneity of DMH neurons, particularly DMC neurons, expressing *Nkx2-1*,*Prdm13,* and/or *Sirt1*. In other words, Prdm13 in distinct subpopulations of DMC neurons, each of which are characterized by different neuropeptides or neurotransmitters, might differentially regulate sleep quality and body weight. These distinct neuronal subsets could mediate different functions through different projections but together contribute to the prevention against age-associated physiological decline and the promotion of longevity in mammals.

**Figure 6:**
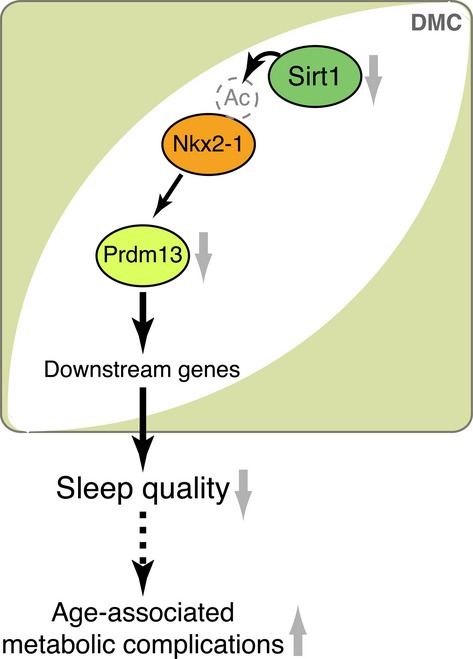
Model for the compact region of the DMH (DMC) in controlling sleep quality and metabolism during aging. The levels of *Prdm13* decline with age in the DMC, causing altered expression of downstream target genes. This age-associated dysfunction of DMC neurons likely reduces sleep quality and causes metabolic complications such as increased adiposity during the aging process. *Prdm13* transcription is upregulated by Nkx2-1, whose activity is regulated by Sirt1-mediated deacetylation. Therefore, the age-associated decline in *Prdm13* expression might be due to the reduction of Sirt1 activity during the aging process.

In conclusion, our microarray-based gene expression profiling for hypothalamic nuclei provided valuable marker genes for the DMH. Investigation of the physiological roles of DMH-enriched genes in sleep homeostasis and metabolism will shed new light on the understanding of aging and longevity control in mammals.

## Experimental procedures

### Animal study

C57BL/6J female mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). All mice were maintained under 12-h light/12-h dark conditions and had free access to food and water. For DR, mice were fed 60% of control for 3 months as previously described (Satoh *et al*., 2010). The procedure for stereotactic delivery of lentiviruses was described previously (Satoh *et al*., 2013). Body composition was measured using EchoMRI™ 3-in-1 Body Composition Analyzer (EchoMRI LLC, Houston, TX, USA). BRASTO females in C57BL/6J background were described previously (Satoh *et al*., 2010). All animal procedures were approved by the Washington University Animal Studies Committee and were in accordance with NIH guidelines.

### Sleep analysis

Briefly, isoflurane-anesthetized mice were surgically implanted with screw electrodes in the skull for electroencephalogram (EEG) and platinum wire electrodes in the nuchal muscle for electromyogram (EMG) recording. After a minimum of 2-week recovery, we conducted EEG/EMG recording under each physiological condition. The 10-s epochs of EEG/EMG signals were scored by visual examination as wake, lower amplitude delta (1–4 Hz) and theta (4–8 Hz) frequency with higher and variable amplitude EMG activity; NREM sleep, predominantly higher amplitude delta activity and low amplitude EMG activity; or REM sleep, predominantly low amplitude rhythmic theta activity and very low amplitude EMG activity. The 10-s EEG epochs then were processed by Fourier transformation to calculate the percentage of delta power relative to total power in the 0.1–25 Hz frequency range for each 10-s epoch. A Wilcoxon matched-pairs signed-rank test was used to compare differences of hourly data points through the light and dark periods between groups in sleep analysis.

### Sample collection of hypothalamic nuclei

The Arc, VMH, DMH, LH, PVN, and SCN were dissected from two C57BL/6J females at 3 months of age by laser microdissection using the Leica LMD 6000 system (Leica Microsystems, Buffalo Grove, IL, USA). We confirmed that there was no contamination from surrounding hypothalamic nuclei by conducting quantitative real-time RT-PCR using probes *Agrp*,*Nr5a1*,*hypocretin (Hcrt)*, and *corticotropin-releasing hormone (Crh)* (Fig. S1B). RNA was isolated from each hypothalamic nucleus using the Arcturus PicoPure RNA Isolation Kit (Life Technologies, Grand Island, NY, USA). The detailed procedure was described previously (Satoh *et al*., 2010). For microarray, the quality of total RNA was determined by Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and two samples for each hypothalamic nucleus were used for microarray analysis. For quantitative real-time RT-PCR, RNA concentration was determined by NanoDrop, and cDNA was synthesized using the Applied Biosystems High-Capacity cDNA Reverse Transcription Kit (Life Technologies, Grand Island, NY, USA).

### Agilent one color microarray and expression analysis

Total RNA was amplified by the WTA2 kit (Sigma-Aldrich, St. Louis, MO, USA), according to the manufacturer's protocol. cDNAs were chemically labeled with Kreatech ULS RNA Labeling Kit (Kreatech Diagnostics, Durham, NC, USA). Labeled cDNA was purified with Qiagen PCR purification columns, and cDNAs were quantitated on a NanoDrop spectrophotometer. cDNA samples were hybridized to Agilent Mouse_v1 8x60K microarrays (Design ID-028005, Agilent Technologies, Santa Clara, CA, USA). Slides were scanned on an Agilent C-class Microarray scanner to detect Cy5 fluorescence, according to the manufacturer's specifications. Gridding and analysis of images was performed using Feature Extraction software (v11.5.1.1, Agilent Technologies, Santa Clara, CA, USA). To identify differentially expressed genes in each hypothalamic nucleus, ratios of signal intensities to each hypothalamic nucleus were calculated, and genes whose expression levels were greater than or equal to 10-fold in each hypothalamic nucleus compared to the others were selected. The heat map for each log2-transformed gene expression level was generated using Partek Genomics Suite (Partek Inc., St. Louis, MO, USA). The microarray data were deposited into the NCBI GEO database (GEO Accession Number GSE58238).

### Quantitative real-time RT-PCR

Total RNA was extracted from brain regions using the Ambion PureLink RNA Mini Kit (Life Technologies, Grand Island, NY, USA). Hypothalamic nuclei were collected by laser microdissection as described above. RNA was reverse-transcribed into cDNA as described above, and quantitative real-time RT-PCR was conducted as described in detail previously (Satoh *et al*., 2013). Relative expression levels of the genes of interest were normalized to *Gapdh* levels.

### Luciferase assay

HEK293 cells were transfected with a firefly luciferase reporter driven by 360-bp *Prdm13* promoter, pCMV-Nkx2-1 (a gift from Dr. Shioko Kimura, National Cancer Institute, Bethesda, MD, USA) or control vector, and a *Renilla* luciferase expression vector. Luciferase assays were conducted as described previously (Satoh *et al*., 2010). Firefly luciferase activity levels were normalized to *Renilla* luciferase activity of each sample.

### Primary hypothalamic neuronal isolation and *Nkx2-1* knockdown

Hypothalami were dissected from E15.5 C57BL/6J mice, and hypothalamic neurons were isolated as described previously (Satoh *et al*., 2013). Hypothalamic neurons were plated at 2.5 × 10^5^ cells/well in 6-well plates coated with 100 μg ml^-1^ poly-L-lysine, and cells were maintained in Neurobasal media containing 10% FBS, 1 ×  B27, 2 mm L-glutamine, and penicillin/streptomycin. Cultures were treated with 10 μm Ara-C (Sigma-Aldrich, St. Louis, MO, USA) after 2 days *in vitro* (DIV). Media was replaced to Dulbecco's modified Eagle's media containing 50% F12, 5 mm HEPES, 1x B27, 1x N2, 0.5% L-glutamax, 0.5 mM sodium pyruvate, and penicillin/streptomycin after 4 DIV. On the next day, *Nkx2-1* shRNA lentivirus was added, and cells were harvested after 7 DIV. RNA was isolated as described previously (Satoh *et al*., 2013).

### Statistical analysis

Statistical analyses were carried out using unpaired or paired Student's *t*-tests for two groups and one-way ANOVA with the Tukey–Kramer *post hoc* test for more than two groups. The rhythmicity of gene expression was assessed by the JTK-Cycle (Hughes *et al*., 2010), which is available as a computationally efficient R script (http://openwetware.org/wiki/HughesLab:JTK_Cycle). In all analyses, we set the α level at 0.05. We used Microsoft Excel 2008 and SPSS 11.0 to conduct statistical analyses.

# Supplementary material for: Deficiency of Prdm13, a dorsomedial hypothalamus-enriched gene, mimics age-associated changes in sleep quality and adiposity
**Source:** Aging Cell. 2014 Dec 25;14(2):209–18. doi: 10.1111/acel.12299
**Supplement:** Supplementary file 2

**Supporting Information**

**Figure legends**

**Fig. S1.** Laser-microdissection of distinct hypothalamic nuclei. (A) Nissl staining of hypothalamic sections at Bregma -1.46 mm (left) and Bregma -1.82 mm (right) before and after laser microdissection (top and middle, respectively). Nissl substance in the cytoplasm of neurons is indicated as purple staining. The outlines in the bottom panels indicate the Arc, VMH, LH, and DMH subdivisions (DMD, DMC, and DMV). (B) RNA expression levels of *Agrp*, *Nr5a1, Hcrt*, and *Crh* mark the Arc, VMH, LH, and PVN, respectively, confirming there is no contamination from surrounding nuclei. Results are shown as mean ± S.E. (n= 2-3 mice for each group).

**Fig. S2.**  Nkx2-1 is colocalized with NeuN in the DMH. (A-C) Immunofluorescence of Nkx2-1 (A), NeuN (B) and merged image (C) in the DMH. (D) Higher magnification shows significant overlap of Nkx2-1 with NeuN.

**Experimental Procedures**

**Immunofluorescence microscopy**

Immunofluorescent staining was performed as previously described (Satoh et al., 2010).

Briefly, samples were stained first with anti-Nkx2-1 (TTF-1) (1:500, Santa Cruz Biotechnology, Inc., Dallas, TX, USA) and Dylight 594-conjugated goat anti-rabbit IgG (1:200, Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, USA), and then stained with anti-NeuN (1:500, Millipore Corporation, Temecula, CA, USA) and Dylight 488-conjugated goat anti-mouse IgG (1:500, Jackson ImmunoResearch Laboratories, Inc., West Grove, PA, USA). Images of Nkx2-1 staining alone were taken on a Zeiss Axio Imager.Z1 microscope (Carl Zeiss, Jena, Germany). Images of Nkx2-1/NeuN staining were acquired on a Nikon Eclipse C1 Confocal microscope (Nikon Instruments Inc., Melville, NJ, USA) using 20X or 40X oil objectives. Images shown were maximal Z-projections of confocal stacks.

How the deposited data were processed for this re-analysis (not part of the article)

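Gene expression in 4 hypothalamic nuclei of 2 mice was measured with 1-color arrays, 2 per nucleus and 8 in all. Each array was mapped to its nucleus and replicate by its label and by the names that Table 1, Table S1, and the legend of Fig. 1 give to the arrays. No other measurement of the paper, such as the quantitative RT-PCR, was analysed here.

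The authors extracted an intensity for every spot with Agilent Feature Extraction. The headers of the files give version 10.7.3.1, and the methods give another version. The deposited processed signal is an intensity on a linear scale, with the background subtracted, spatial trends removed, and low values replaced by a minimum, and it is not scaled between arrays. The deposited table of all arrays holds the same signals averaged over the spots of a probe and rounded. The labels give Cy3 as the dye and the methods Cy5, and the files hold the red channel, in which Cy5 is read. The paper's text does not name a normalization for the arrays.

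Spots carrying the non-uniformity or population outlier mark of the software were left out, the remaining spots of each probe were averaged, each array was divided by the 75th percentile of its probes, and log2 was taken. A probe counted as well above background on an array when the software called it so on at least as many of its spots as not. The paper's criterion is a ratio of signal intensities of at least 10-fold to the other nuclei. Here, a probe was enriched in a nucleus when the arithmetic mean of its 2 arrays was at least 10 times that of each other nucleus and it was well above background on both arrays of the nucleus, where the means and the filter on background are choices made for the present counts. The paper states no test for the arrays and a general rule for comparisons of more groups, so limma was used as the main test. One linear model with a mean for each nucleus was fitted to the 28896 probes well above background on both arrays of at least 1 nucleus, with 4 residual degrees of freedom and 3.02 prior degrees of freedom. Each p was adjusted by the method of Benjamini and Hochberg over the probes of its comparison, with a threshold of 0.05. The limma counts required the threshold in the 3 comparisons of a nucleus with the others. Signal over background and the number of arrays limit the precision. A nucleus in which neither array measured a probe gives only a lower bound of a ratio.

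Lists of marker genes for oligodendrocytes, astrocytes, microglia, endothelial cells, neurons, ependymal cells with tanycytes, and the anterior pituitary were tested for a difference between the LH and the mean of the other nuclei with camera at an inter-gene correlation of 0.01. Probes with a missing value on any array were left out of these tests. Probes at least 10-fold higher in the DMH than in the Arc and the VMH, chosen without the LH arrays, were compared between LH1 and LH2, and their median was ranked among 10000 random lists matched on signal in the LH. Of 28390 probes that the files pair with a RefSeq accession, 26762 (94.3%) were given a gene symbol through the accessions of the mouse annotation GRCm38.p6, which was used for names only. Probes that the files name by a chromosome position took the paper's symbol where Table S1 gives one. Genes counted in the text are distinct names.

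The genes named in the text are those that the paper names for the arrays, the genes it measures otherwise in these nuclei (*Nkx2-1*, *Sirt1*, *Hcrt*, *Crh*, and *Gapdh*), and for each nucleus the 3 probes with the largest ratio to the next nucleus among those past the criterion with every array above all arrays of the other nuclei. Genes named outside this rule are said to be chosen after their values were seen.

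The alternatives were no scaling, quantile normalization, the normexp background correction with an offset of 50, the table of all arrays, no filter on dim probes, a filter on all 8 arrays, outlier spots kept, dim signals raised to the lowest measured one, the replicate number as a block, leaving out each array in turn, the geometric mean, every array against every other array, minimums of 5-fold and 20-fold, the mean of the other 6 arrays as the reference, trended and robust moderation, the one-way ANOVA and Tukey-Kramer tests of the paper's statistics section, a fit of only the 2 nuclei compared, fry, and camera with an estimated correlation. The files hold the median and not the mean signal of the pixels of a spot, so normexp was applied to the median signal and the median local background. Background-corrected median signals of the negative controls lay between 207 on LH1 and 401 on DMH2, which limits that correction for dim probes.

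The analysis was tested on simulated data with the moderated spread of each probe, the same on all arrays, in which 200 of 28896 probes were raised in the DMH. Of the 100 raised 16-fold, 95% passed the 10-fold criterion and 95% were called by limma. Of the 100 raised 4-fold, 0% passed the criterion and 71% were called by limma. Of the unchanged probes, 3 passed the criterion, 0 were called by limma as higher in a nucleus, and 12 were called by the F-test. The simulation took every probe as well above background, set no minimum signal, and gave the LH no wider spread. Its shares therefore do not carry over to dim probes or to comparisons with the LH. Computations used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, and matplotlib 3.10.9.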

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

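The tests of the scaling in this part were chosen after the results they concern were seen.

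Outside Table S1, 10 probes passed the 10-fold criterion in the scaled signals and had an adjusted p under 0.05 by limma against each other nucleus. They are listed because the paper does not report on them and their signal stands above the level of the other nuclei, and their names were chosen by this rule after their values were seen. In the Arc, the ratio to the next nucleus was 13.9 for *Krt90* (A_55_P2080931, next the DMH), 12.2 for *Mia* (A_55_P2085335, next the DMH), 10.6 for *Pomc* (A_52_P671543, next the VMH), and 10.4 for *Col23a1* (A_55_P2086978, next the VMH, where 1 array measured it and the ratio to that array is 9.24). For 3 further Arc probes the next nucleus was not measured, and the ratio is a lower bound. Against the LH, *Smoc2* (A_55_P2002903) was at least 11.8-fold higher, *Snai2* (A_51_P305547) at least 2.63-fold higher, and a probe of a noncoding locus on chromosome 8 (A_30_P01020733) at least 2.35-fold higher. That locus is the one whose other probe the paper names Nat3. In the LH, *Prr5l* (A_55_P2072631) was at least 5.51-fold and *Evi2a* (A_55_P2017759) at least 5.61-fold higher than in the VMH. In the VMH, *Zfp831* (A_55_P2142316) had a ratio of 10.2 to the DMH, where 1 array measured it and the ratio to that array is 7.18. Both *Col23a1* and *Prr5l* also had another measured probe that did not pass the 10-fold criterion.

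The arrays of a nucleus lay close together for some of these probes and apart for others. *Pomc* read 40403 on Arc1 and 43108 on Arc2, and *Smoc2* 429 on Arc1 and 3988 on Arc2. The limma comparison with the next nucleus held for *Pomc* (log2 difference 3.40, adjusted p = 0.000596) and *Col23a1* (3.40, adjusted p = 0.00162) under every alternative run, with adjusted p-values up to 0.0123 and 0.0205. Other comparisons did not pass in fits that leave out 1 array. For *Krt90*, the adjusted p was 0.0617 without Arc1, 0.0506 without Arc2, and 0.0554 without DMH1, and for *Mia* 0.0738 without Arc1, 0.073 without Arc2, 0.0728 without DMH1, and 0.0519 without DMH2. For *Smoc2*, it was 0.0819 without Arc2, with a log2 difference of 3.06 against 4.67 with all arrays, 0.0719 without VMH1, 0.0674 without VMH2, 0.0684 without DMH1, 0.0717 without DMH2, and 0.0837 without LH2. For *Evi2a*, it was 0.0547 without Arc1, 0.0565 without Arc2, 0.141 without VMH1, and 0.0625 without VMH2, and for *Zfp831* 0.137 without VMH1, 0.134 without VMH2, and 0.0992 without DMH2. In a fit of only the arrays of the 2 nuclei compared, *Prr5l* had an adjusted p of 0.0566 and *Smoc2* of 0.107. With dim signals raised to the lowest measured one, the comparisons of *Snai2* (1.39, adjusted p = 0.0766) and the chromosome 8 probe (1.23, adjusted p = 0.0737) no longer passed, and with the normexp correction that of *Snai2* did not pass either (0.94, adjusted p = 0.0589).

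The scaling between arrays was weighed as a technical explanation for these probes being past the criterion here and absent from Table S1. In the unscaled signals, 1 of the 10 passed the criterion, *Smoc2*, and the others fell below 10, with 9.92 for *Krt90* and 8.63 for *Pomc*. As Table S1 was drawn from unscaled signals with the same minimum, this follows largely from the choice of the probes. The scaling sets on which side of the minimum the other 9 lie, but the tables argue against it as the source of the difference itself, since the limma comparison with the next nucleus passed for all 10 in the unscaled signals. With the geometric mean all 10 passed, under quantile normalization 9, with dim signals raised 5, with every array set against every other array 2, and with the normexp correction 0. No technical explanation was tested for the gap between the Arc arrays of *Smoc2*. A difference of the nuclei in these genes, which the design names, stays open for all 10 and was not tested in other samples.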

How the results depend on the processing

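In this part, the comparison of LH1 with LH2 without the probes of Table 1 was chosen after the values were seen, and all other alternatives were chosen before the data were examined. The counts of a nucleus are given in the order Arc, VMH, DMH, LH.

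Quantile normalization, keeping the spots marked as outliers, and the geometric mean left each count within 1.5 times its value, and fry left the call of the oligodendrocyte list in place. The limma calls of *Agrp*, *Npy*, the first *Kiss1* probe, the dimmer *Pvalb* probe, *Nr5a2*, *Mup6*, *Fezf1*, *Pomc*, and *Col23a1* against the next nucleus held under every alternative in which they were tested. No comparison named at a claim changed its direction. For the other results, the cause of a change was not tested unless one is named.

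Without scaling between arrays, limma passed 3 of the DMH-enriched probes, and the probes higher in a nucleus by limma numbered 61 for the Arc, 82 for the VMH, and 45 for the LH. With the authors' table of all arrays, 8 probes were DMH-enriched and 4 of them passed limma, and 60, 82, and 44 probes were higher in the Arc, VMH, and LH. With the normexp correction, the enriched probes numbered 7, 2, 0, and 2 and those that also passed limma 6, 2, 0, and 1, while 228 probes were higher in the LH. With dim signals raised to the lowest measured one, the enriched probes numbered 20, 5, 3, and 3 and those that passed limma 17, 5, 3, and 2, and 10 probes were higher in the DMH. The raised signals shrink ratios to a dim nucleus and set the spread among dim values by construction. *Parp11*, close to background, had a log2 difference between the DMH and the LH of 1.28, which reversed to -0.0457 with the raised signals, as its LH signals of 37.3 and 44.6 were raised to 79.3 and 132.

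With no filter on dim probes, 33 probes were enriched in the VMH and 26 in the DMH, and 61 were higher in the LH. With the tests limited to probes well above background on all 8 arrays, so that probes dark in another nucleus drop out, 6, 2, 0, and 0 enriched probes passed limma, 54 probes were higher in the Arc, and 1 in the DMH. With the mean of the other 6 arrays as the reference, a criterion that is easier to pass, 26 probes were enriched in the VMH and 31 in the LH, of which 26 and 23 passed limma. With every array of a nucleus set against every array of the others, 19, 6, 1, and 7 probes were enriched, and 6, 0, and 6 passed limma for the VMH, DMH, and LH. A minimum of 5-fold gave 72, 49, 9, and 68 probes, of which 51, 44, 2, and 47 passed limma, and a minimum of 20-fold gave 13, 2, 0, and 2, of which 12, 2, 0, and 2 passed.

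The correlation of the differences between replicates across pairs of nuclei was 0.26 for the VMH with the DMH and 0.11 for the DMH with the LH, and between -0.03 and 0.09 for the other pairs. With the replicate number as a block, 2 DMH-enriched probes passed limma, as *Prdm13* had an adjusted p of 0.035 against the LH in place of 0.0521, and 85 probes were higher in the LH. With trended and robust moderation, 3 DMH-enriched probes passed and 216 probes were higher in the LH. The one-way ANOVA and Tukey-Kramer tests of the paper's methods, unadjusted, passed 3 DMH-enriched probes, and gave 216, 337, 30, and 576 probes higher in a nucleus and 6287 that differed among the nuclei, among them 1 of the 7 *Gapdh* probes. After adjustment by the method of Benjamini and Hochberg, these tests passed 0, 0, 0, and 0 enriched probes, gave 0, 1, 0, and 0 probes higher in a nucleus, and 527 that differed. They use the spread of each probe alone. The call of the oligodendrocyte list did not hold in camera with an estimated correlation (median log2 difference 2.46, adjusted p = 0.211).

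The median log2 difference between LH1 and LH2 over the DMH probes was 0.44. It was 0.72 without scaling, 0.76 with the authors' table, 0.12 with the normexp correction, which left 4 probes in the list, and 0.15 without the probes of Table 1. It reversed to -0.15 without DMH1 and to -0.29 without DMH2, where the list, chosen on 1 DMH array, grew from 15 to 34 and to 54 probes.

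Leaving out 1 array at a time makes a nucleus rest on 1 array, which limma assumes to vary like the others. The enriched probes then ranged from 29 to 52 for the Arc, 10 to 47 for the VMH, 2 to 44 for the DMH, and 12 to 27 for the LH, and those that passed limma from 19 to 43, 8 to 39, 0 to 33, and 5 to 25. The highest counts for the Arc, VMH, and DMH came without Arc2 (52), VMH1 (47), and DMH2 (44), and the DMH count fell to 2 without LH2. The probes higher in a nucleus ranged from 33 to 150 in the Arc, 43 to 195 in the VMH, 0 to 49 in the DMH, and 13 to 283 in the LH. The DMH count was 0 without Arc2, VMH1, or VMH2 and 49 without DMH2. The lowest LH count, 13, came without DMH1, and the highest, 283, without LH2. The probes that differed among the nuclei ranged from 897 without Arc1 to 3646 without LH2. The oligodendrocyte list stayed between 2.42 and 2.67, and the difference between LH1 and LH2 over the DMH probes between -0.29 and 0.88.

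Signal over background limits the ratios. On each array, about as many spots were well above background as not, from 47.1% to 52.7%, and where a nucleus was not measured the ratio is a lower bound. The normexp correction was applied to median signals, whose negative controls lay at 207 to 401 after subtraction of the local background, and its counts are therefore limited for dim probes. The variation between arrays is estimated from 2 arrays per nucleus, and in simulated data with this number of arrays 95% of the 16-fold changes were called. Those data took every probe as well above background and gave the LH no wider spread.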

Differences from the paper's values

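All tests in this part were set before the results were seen.

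For the Arc, the scaled signals gave 32 probes past the 10-fold criterion, and the paper's Table S1 lists 21 probes. Counted as distinct names, there were 30, against the 21 genes that the paper states and the 20 distinct Arc names of its Table S1. The 30 include the chromosome 8 locus both as Nat3 and by its position, and a probe without a gene name. Of the alternatives set before the data were examined, the count of probes fell within the paper's range, that is within 1.5 times its value, without scaling (24), with the authors' table of all arrays (25), with dim signals raised (20), with the geometric mean (30), with every array set against every other array (19), and without VMH1 (30), VMH2 (31), DMH1 (30), or LH2 (29). It stayed outside with quantile normalization (32), the normexp correction (7), no filter on dim probes (45), outlier spots kept (33), a minimum of 5-fold (72) or 20-fold (13), the mean of the other 6 arrays (44), and without Arc1 (41), Arc2 (52), DMH2 (33), or LH1 (33). All 21 Arc probes of Table S1 are among the 32.

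Of the VMH probes of Table S1, 2 did not pass the criterion in the scaled signals, the second probe of *Qrfpr* (ratio 8.26) and the probe of *C030009J22Rik* (ratio 8.99). Both passed without scaling, with the authors' table, with a minimum of 5-fold, and with the mean of the other 6 arrays as the reference. The *Qrfpr* probe also passed without Arc1, and the *C030009J22Rik* probe also passed with quantile normalization and without VMH2.

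The paper states that *Agrp*, *Npy*, and *Kiss1* are expressed exclusively in the Arc and *Nr5a1* exclusively in the VMH. In the files, *Agrp*, *Npy*, *Nr5a1*, and the first *Kiss1* probe were well above background on all 8 arrays. Their next highest means were 530 for *Agrp* and 535 for *Nr5a1* in the DMH, and 923 for *Npy* and 290 for *Kiss1* in the LH. The second *Kiss1* probe had a ratio of 2.04 between the Arc and the VMH.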

Other observations

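The tests of LH tissue in the DMH samples, of a mislabelled LH sample, and of the LH1 signals without the probes of Table 1 or with probes low in the LH were chosen after the results were seen.

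The number of probes past the 10-fold criterion, 66 over the 4 nuclei, was compared with that of other pairings of the 8 arrays into 4 groups. Of 105 possible pairings, 100 were drawn with the real one included, and 1 of them, the real one, gave as many. The others gave at most 50 probes, and at most 592 probes by the limma F-test against 2410. Chance can be excluded as the source of the counts as a whole, though not of any single probe.

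The 5 probes of Table 1 read higher on LH1 than on LH2. Higher background on LH1 was tested with the 26864 probes not well above background on either LH array. Their median log2 difference between LH1 and LH2 was -0.27 in the scaled and 0.007 in the unscaled signals. Background was already subtracted from these signals, the lowest were set to a minimum, and the scaling shifts dim probes, so these values cannot decide. The median local background was 80.0 on both LH arrays. Negative controls after its subtraction had a median of 207 on LH1 and 392 on LH2, so neither measure was higher on LH1. Tissue of the DMH in the LH1 dissection was tested with 15 probes chosen on the DMH, Arc, and VMH arrays. Their median difference was 0.44, with 12 of 15 higher on LH1, at percentile 96.09 of matched random lists, while the lists chosen for the Arc (-0.07, percentile 12.7) and the VMH (0.03, percentile 32.64) were not raised. The DMH list includes the 5 probes from which the pattern was noticed. Over the other 10 probes the median was 0.15, at percentile 76.61, but 8 of the 10 had a mean in the LH over 50% of that in the DMH, where a small share of DMH tissue would not show, so this value decides nothing. The test was therefore repeated with the 9 probes outside Table S1 that were at least 5-fold higher in the DMH than in the Arc and the VMH and had a mean in the LH of at most 50% of that in the DMH. Their median difference was 0.66, with 7 of 9 higher on LH1, at percentile 85.65, but 3 of the 9 were well above background on neither LH array and their differences are those of background, so this value does not decide either. The median of the full list was -0.15 without DMH1, -0.29 without DMH2, 0.88 without Arc2, and 0.20 without VMH2, as each array left out changes the list. A small share of DMH tissue in LH1 and a difference of the LH between the animals or dissections therefore cannot be told apart, as the probes are few and each LH array stands alone.

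LH2 correlated more with DMH2 (0.954) than with LH1 (0.938). A mislabelled LH sample was tested with probes at least 10-fold higher on one LH array than on each of the 6 arrays of the other nuclei. Of 23 such probes on LH1, 11 (47.8%) were also above those 6 arrays on LH2, and of 11 on LH2, all 11 were on LH1, against 14.3% by chance, which argues against a wrong label. A wider spread between the LH samples stays open. Its source was not tested.

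The LH probes of Table S1 include genes of myelin, such as *Mobp*. A list of 16 oligodendrocyte genes, written before the test, was higher in the LH than in the mean of the other nuclei. The median log2 difference was 2.46 over 23 probes, with 21 of 23 higher and a camera adjusted p of 5.93e-18. By limma, 20 of the 23 probes were higher at an adjusted p under 0.05 over all probes, and 21 adjusted over the list alone. The call held in fry (adjusted p = 0.00387) and not with an estimated correlation (0.211). *Mobp* is in the list and in Table S1, which was chosen on these arrays. The brightest of these genes, named after their values were seen, were *Mag* (37758 in the LH, 3916 to 8949 in the other nuclei), *Mbp* (29246, against 5923 to 13570), *Mal* (12764), and *Mog* (12161). The remaining 2 *Mbp* probes were lower in the LH. A larger share of oligodendrocytes in the LH samples is a candidate explanation, which the nucleus itself or the outline of the dissection may give. Other lists moved less. In camera, the median was 0.44 for astrocytes (adjusted p = 0.000489), 0.74 for endothelial cells (0.00377), 0.51 for microglia (0.015), 0.29 for neurons (0.027), and -0.07 for ependymal cells and tanycytes (0.261). The anterior pituitary list had 1 gene tested, at -1.50 (0.0784). With an estimated correlation none of these other lists passed, the lowest adjusted p being 0.215, and in fry the astrocyte (0.0147), endothelial, microglia, neuron, and anterior pituitary lists (each 0.0222) passed and the ependymal list did not (0.0728). The list of ependymal cells and tanycytes includes *Gpr50*.

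The paper states from quantitative RT-PCR of *Agrp*, *Nr5a1*, *Hcrt*, and *Crh* that the samples had no contamination from surrounding nuclei (Fig. S1B). On the arrays, *Hcrt* had a scaled signal of 53611 ± 3293 (SD, n = 2) in the DMH and 111361 ± 7621 in the LH, against 215 in the Arc and 480 in the VMH. The limma log2 difference between the LH and the DMH was 1.05 (SE 0.41, adjusted p = 0.29). *Crh* had 2284 ± 366 in the DMH and 4277 ± 925 in the LH (limma log2 difference of the DMH from the LH -0.90, adjusted p = 0.543). It was measured on 1 VMH array and was not measured in the Arc. The paper uses *Crh* to mark the PVN, which is not on these arrays, so tissue of the PVN could not be tested. Tissue of the LH in the DMH samples at the share that *Hcrt* gives was tested with 35 other probes at least 10-fold higher in the LH than in the Arc and the VMH, chosen without the DMH arrays. *Hcrt* stood in the DMH at 48.0% of its LH level above the Arc and VMH. The median of the others was 10.6%, 24 of 35 lay under 24.0%, and *Klk6* stood at 1.19% and *Pvalb* at 4.59%, which argues against an even mix at that share. Of the 35, 8 stood at or above the share of *Hcrt*, among them *Trh* at 127% and *Ebf3* at 116%, named after their values were seen. A smaller share, a part of the LH with many *Hcrt* cells that borders the DMH, or *Hcrt* cells within the dissected DMH may each contribute and were not tested.

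Of the genes that the paper measures otherwise in these nuclei, *Nkx2-1* had 3923 ± 1385 in the VMH, 2568 ± 49.1 in the Arc, 1984 ± 267 in the DMH, and 956 ± 23.5 in the LH (limma F-test adjusted p = 0.0223). *Sirt1* did not differ detectably among the nuclei (adjusted p = 0.86). For *Gapdh*, 0 of 7 probes differed by the limma F-test, with adjusted p-values of 0.255 to 0.741, and 0 of 7 did at an unadjusted p under 0.05.

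The 6 probes higher in the DMH than in each other nucleus by limma, named after their values were seen, were the first *Skor1* probe and those of *Ppp1r17*, *Fads2b*, *Glyctk*, *Parp11*, and a noncoding locus on chromosome 3. *Ppp1r17* had 1973 ± 375 in the DMH, 437 in the Arc, 429 in the VMH, and 155 in the LH, where 1 array measured it. Its log2 difference from the Arc was 2.16 (SE 0.27, adjusted p = 0.015), and the adjusted p was 0.0905 without Arc1, 0.117 without Arc2, 0.0641 without DMH1, and 0.0907 without DMH2. The signals of *Fads2b*, *Glyctk*, and *Parp11* in the DMH were 205, 148, and 99.2, close to the lowest that the arrays measured. With dim signals raised to the lowest measured one, the log2 difference from the Arc fell from 2.74 to 0.78 for *Fads2b* (adjusted p = 0.516). It fell from 2.20 to 0.37 for *Glyctk* (adjusted p = 0.792), and the difference of *Parp11* from the LH reversed from 1.28 to -0.0457 (adjusted p = 0.956). Their calls did not hold when 1 array was left out either, with the highest adjusted p in those fits at 0.117 for *Fads2b* and 0.132 for *Glyctk*, both without Arc2, and 0.211 for *Parp11* and 0.183 for the chromosome 3 probe, both without DMH1.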
